A study of Homo sapiens with 4 samples. Its data were reported in "ACTL6A protects gastric cancer cells against ferroptosis through induction of glutathione synthesis" (2023).

How the data were processed

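Gene expression was measured on 4 single-colour oligonucleotide arrays hybridised with biotin-labelled cRNA from SNU638, an established human gastric cancer cell line. Lentiviral short hairpin RNA (shRNA) had been used to lower ACTL6A, and a scrambled shRNA served as the control. Groups were taken from the sample labels, which name 2 scramble arrays and 2 sh-ACTL6A arrays. The labels do not state that arrays of a group came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. The labels also do not say whether both sh-ACTL6A arrays carried the same hairpin.

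The authors deposited log2 signals for 54675 probe sets per array. The submitters' processing notes name MAS5, whose version is not given in the sources used here. MAS5 summarises the probes of a probe set on each array alone and scales each array to a common level. In linear signal, the mean left after trimming 2% from each end was 500.0 on every array, so the deposited log2 values carry a global scaling. Median log2 signal was 5.79 and 5.80 on the scramble arrays and 5.70 and 5.83 on the sh-ACTL6A arrays. Such scaling leaves differences in the shape of the signal distribution in place, and MAS5 signals of dim probe sets vary widely between arrays. The values were used as deposited, with no further normalisation in the main setting.

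Gene names came from a table of the platform's probe sets. Of the 54613 probe sets that are not controls, 41091 had 1 gene symbol, 1801 had several and 11721 had no symbol there. The gene identifiers of 41037 of the first kind were found in a current gene table (GRCh38.p14), and their symbols in the probe table already matched it. Probe sets with several symbols were not named. Each of 19775 genes was represented by the probe set with the highest mean log2 signal. Genes were tested if that mean reached the 50th percentile of all non-control probe sets, a log2 signal of 5.63, which left 12286 genes.

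Differences are sh-ACTL6A minus scramble. They were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), 2-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The moderated test had 7.65 degrees of freedom. With 2 arrays per group the number of arrays limits the precision. A total of 27 fixed gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Of the 792 list entries, 605 were tested, and the others are not analysed here. Camera with an estimated correlation, fry, and pre-ranked GSEA on the log2 change (fgsea 1.28.0, 100000 permutations of genes) were run as alternatives. Estimating the correlation also lowers the degrees of freedom of camera from 12284 to 2, so its p can rise even where the estimate lies below the preset value.

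The genes named in the text followed a fixed rule. It took ACTL6A, then genes the study assayed or discussed, then 10 rises and 10 falls among genes past the threshold whose groups did not overlap. Free places were filled with the smallest unadjusted p among genes changed by at least 1 on the log2 scale, given as not passing. Up to 4 members per list were added by the smallest unadjusted p. An item that the rule covers is not reported here.

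The gene and list tests were tested on simulated data with the means and spread of the 12286 genes, in 20 runs with 200 changed genes each. At adjusted p under 0.05, limma recovered 3.1% of changes of 0.5 on the log2 scale, 42.6% of changes of 1, 71.6% of changes of 1.5 and 84.8% of changes of 2. It made 6.75 false calls per run. Camera called a list of 37 genes shifted by -0.3 in 100% of runs and 0% of the unshifted lists. The simulated genes varied independently, so this does not test the preset correlation.

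The gene lists, the rule for named genes, the tests and the following alternatives were set before the data were examined. The alternatives were quantile normalisation, median centring, no filter and a stricter filter (75th percentile) on dim genes, the mean of all probe sets of a gene, an offset of 4.36 added to the linear signal, eBayes without the trend, the replicate number as a block, each array left out, the methods' t-test, and a test of every probe set.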

Results

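To examine which transcripts depend on ACTL6A in gastric cancer cells, expression was profiled in SNU638 cells carrying a scrambled shRNA (scramble, 2 arrays) or an shRNA against ACTL6A (sh-ACTL6A, 2 arrays). ACTL6A is an actin-related subunit shared by the BAF, INO80 and TIP60 chromatin complexes. The scramble and sh-ACTL6A arrays were compared for 12286 genes above a signal threshold, for genes of glutathione (GSH) metabolism, and for 27 gene lists.

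ACTL6A itself fell by 1.63 on the log2 scale (SE 0.14, 95% confidence interval -1.95 to -1.31, limma adjusted p = 0.0408), a change of -67.7%. Its only named probe set read 11.92 and 11.82 on the scramble arrays and 10.16 and 10.32 on the sh-ACTL6A arrays. Mean log2 signal was 11.87 ± 0.07 (SD, n = 2) in scramble and 10.24 ± 0.11 (SD, n = 2) in sh-ACTL6A. ACTL6A was the only gene called by limma at adjusted p under 0.05, with 0 genes higher and 1 lower. It was not called after quantile normalisation (adjusted p = 0.052), with no filter on dim genes (0.0797) or without the intensity trend (0.556). Nor was it called with every probe set tested (0.281). ACTL6A stayed called with median centring, the stricter filter, the mean of all probe sets, the offset and the replicate block. At an unadjusted p under 0.05, 394 genes were higher and 282 lower, 676 in all, where 614 are expected by chance. The methods' t-test called 0 genes after Benjamini-Hochberg adjustment and, at an unadjusted p under 0.05, 396 higher and 276 lower. Groups did not overlap for 34.6% of tested genes, where chance gives 33.3%. The ACTL6A call was lost without scramble replicate 1 (adjusted p = 0.9996) and without scramble replicate 2 (adjusted p = 0.567). Without sh-ACTL6A replicate 1, 141 genes were called higher and 260 lower, and without sh-ACTL6A replicate 2, 94 were called higher and 241 lower, in fits that assume the lone array varies like the scramble pair.

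**Figure D1:**
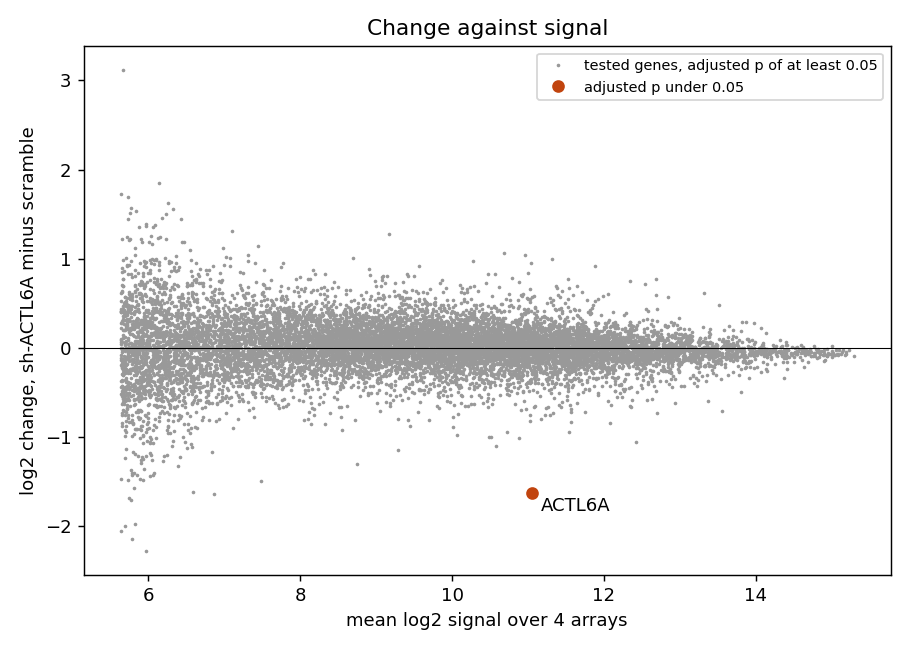
The log2 change (sh-ACTL6A minus scramble, vertical axis) is plotted against the mean log2 signal over 4 arrays (horizontal axis) for 12286 tested genes, 1 point per gene. ACTL6A, at -1.63, is the marked gene past an adjusted p of 0.05, and changes spread more widely among dim genes.

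Of 115 genes that differed by at least 1 on the log2 scale, 103 had a mean log2 signal under 8. Among the 10 higher genes selected by the naming rule, none passed the adjusted threshold (adjusted p 0.212 to 0.671). SGPL1, the sphingosine-1-phosphate lyase, differed by 1.0 ± 0.13 (SE), MTMR1, a phosphoinositide phosphatase, by 1.06 ± 0.14 (SE) and CCDC117 by 1.04 ± 0.15 (SE), each with an adjusted p of 0.212. SLC40A1, the iron exporter ferroportin, differed by 1.01 ± 0.18 (SE, adjusted p = 0.392). The others were PLEC, SKIDA1, RPS6KA4, FABP6, NANOS1 and DYSF, of which PLEC had the highest value (3.11 ± 0.57, SE) at a mean log2 signal of 5.67. Besides ACTL6A, the 9 lower genes likewise did not pass (adjusted p 0.212 to 0.619). PAFAH1B2, a catalytic subunit of platelet-activating factor acetylhydrolase, differed by -1.06 ± 0.14 (SE), ZNF512 by -1.01 ± 0.14 (SE) and PLAU, the urokinase plasminogen activator, by -1.10 ± 0.21 (SE). The others were FLJ46875, HTR4, OGFRP1, ADAM33, SH3BGRL2 and MBTPS2. Of the 9 lower genes, PAFAH1B2 passed when the replicate number was added as a block (limma adjusted p = 0.0234). Where these genes had further probe sets above the signal threshold, the median of those had the same sign in 4 of 4 higher genes and 4 of 4 lower genes. With all probe sets averaged, dim ones included, RPS6KA4 and NANOS1 turned to -0.12, and the differences shrank to 0.13 for SLC40A1, 0.64 for SGPL1, 0.56 for MTMR1 and -0.60 for PAFAH1B2.

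The study followed GSH metabolism, in which GCLC and GCLM form the enzyme that limits GSH synthesis. None of the 10 tested genes that the study assayed or discussed passed the threshold. GCLC differed by -0.05 ± 0.13 (SE, 95% confidence interval -0.34 to 0.24, adjusted p = 0.974), which is a fold of 0.964 with bounds of 0.788 and 1.18. Its mean log2 signal was 12.82 ± 0.04 (SD, n = 2) in scramble and 12.77 ± 0.21 (SD, n = 2) in sh-ACTL6A. Its 3 probe sets disagreed. The other bright one differed by -0.10, while a dim one below the signal threshold read 5.64 and 4.72 against 3.95 and 3.09, a difference of -1.66 ± 0.74 (SE, adjusted p = 0.960 over all probe sets). With all 3 probe sets averaged, GCLC differed by -0.60 (adjusted p = 0.851). GCLM differed by 0.06 ± 0.14 (SE), GSS, the GSH synthetase, by -0.03 ± 0.13 (SE), GSR, the GSH disulfide reductase, by 0.17 ± 0.14 (SE) and GPX4, which reduces lipid hydroperoxides, by 0.01 ± 0.12 (SE). SLC7A11, the cystine transporter, differed by -0.35 ± 0.22 (SE, adjusted p = 0.918), with sh-ACTL6A replicate 1 at 0.03 and replicate 2 at -0.74 from the scramble mean. A fit without sh-ACTL6A replicate 1 leaves 1 sh-ACTL6A array and measures no spread in that group. The further SLC7A11 probe sets, also above the signal threshold, differed by -0.09 with overlapping groups and by -0.23 without overlap. SLC3A2, SLC1A5, PTGS2 and NFE2L2 differed by -0.15, -0.11, 0.18 and -0.04. Both GPX2 probe sets lay below the signal threshold. The brighter one read 5.28 and 5.90 on the scramble arrays and 4.67 and 3.86 on the sh-ACTL6A arrays. Its difference was -1.33 ± 0.63 (SE, limma adjusted p = 0.960 over all probe sets). The dimmer one differed by 0.61 ± 1.15 (SE), with overlapping groups.

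**Figure D2:**
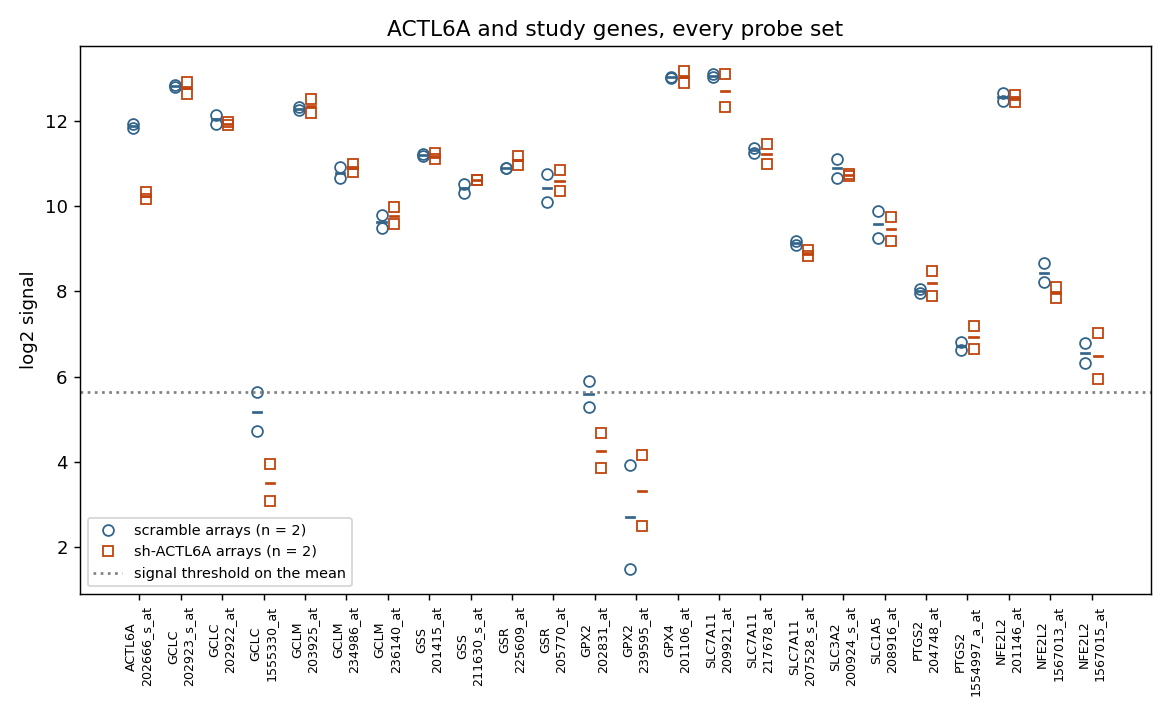
Log2 signal (vertical axis) of every probe set of ACTL6A and the genes the study assayed or discussed (horizontal axis), with circles for scramble arrays, squares for sh-ACTL6A arrays (n = 2 each), short bars for means and a dotted line at the threshold of 5.63. The sh-ACTL6A arrays lie below the scramble arrays for ACTL6A, while the 2 bright GCLC probe sets overlap and the dim one does not.

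Over the glutathione metabolism list, 37 genes were tested, of which 17 lay above 0 and 20 below, with a median change of -0.01 (camera adjusted p = 0.908). IDH2, a source of mitochondrial NADPH, differed by 0.41 and the GSH transferase GSTM4 by -0.83, neither past the threshold. The 8 tested genes of the list the study assayed, whose basis of choice the sources do not state, had a median of -0.04 (adjusted p = 0.718). Neither list had a member past the threshold over all genes tested or adjusted over the list alone. The pentose phosphate list had a median of -0.05 (13 genes, adjusted p = 0.461) and serine, glycine and folate metabolism one of -0.08 (17 genes, adjusted p = 0.267).

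In the ferroptosis list (33 genes, median -0.05, adjusted p = 0.461), 0 genes passed over all genes tested, while 2 were higher and 1 lower when adjusted over the list alone. SLC40A1 (limma adjusted p = 0.0164 over the list) and SLC11A2, an importer of divalent iron, with a difference of 0.83 ± 0.17 (SE, adjusted p = 0.0195), were higher, and SLC39A14, a zinc and iron importer, with -0.59 ± 0.13 (SE, adjusted p = 0.0286), was lower. With all probe sets of a gene averaged, the difference was 0.13 for SLC40A1 and -0.24 for SLC11A2. The list's median, mean and camera direction were negative, and its GSEA score was positive (0.980).

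A total of 4 of the 27 lists passed the adjusted threshold with the preset correlation. NRF2 targets were shifted down (23 genes, 18 below 0, median -0.11, adjusted p = 0.00185). Their call was lost with no filter (adjusted p = 0.0724), all probe sets averaged (0.0838), fry (0.339) and GSEA (0.108). NF-kB inflammatory targets were shifted down (18 genes, 15 below 0, median -0.21, adjusted p = 0.00185). Mitosis genes were shifted up (40 genes, 30 above 0, median 0.08, adjusted p = 0.00392). Cytosolic ribosomal protein genes were shifted down (50 genes, 43 below 0, median -0.05, adjusted p = 0.00392). The ribosomal list turned upward after quantile normalisation (median 0.0003, adjusted p = 0.800). It was not called with median centring (0.333), no filter (0.148), all probe sets averaged (0.344), fry (0.869) or GSEA (0.189). NF-kB targets were not called by fry (adjusted p = 0.495), and mitosis genes were not called by GSEA (adjusted p = 0.204). With an estimated correlation none of the 4 passed, each at an adjusted p = 0.845, in a test with 2 degrees of freedom in place of 12284. The unadjusted camera p in that test was 0.0557 for mitosis, 0.0697 for NRF2 targets, 0.116 for NF-kB targets and 0.552 for ribosomal proteins. The estimated correlations were -0.0228, 0.0173, 0.0842 and 0.697 in the same order, against the preset 0.01. No member of these lists passed over all genes tested or adjusted over the list alone. Among NRF2 targets, the transporter ABCC3 differed by -1.43 ± 0.37 (SE) at a mean log2 signal of 6.02, UGDH, which makes UDP-glucuronate, by -0.51 ± 0.15 (SE) and SRXN1, sulfiredoxin, by -0.33 ± 0.16 (SE). Among NF-kB targets, the chemokines CCL20 and CXCL8 differed by -0.66 ± 0.19 (SE) and -0.27 ± 0.09 (SE), and TNFAIP3, a feedback inhibitor, by -0.29 ± 0.12 (SE). Among mitosis genes, the kinesin KIF20A differed by 0.57 ± 0.15 (SE), the separase ESPL1 by 0.42 ± 0.14 (SE) and ANLN by 0.26 ± 0.10 (SE). On sh-ACTL6A replicates 1 and 2 the medians against the scramble mean were -0.10 and -0.20 for NRF2 targets, -0.09 and -0.33 for NF-kB targets, 0.16 and 0.07 for mitosis and 0.02 and -0.12 for ribosomal proteins. Groups also separated by the spike-in control DapX, which was 0.34 higher in sh-ACTL6A. Without scramble replicate 2 the adjusted p was 0.0763 for the NRF2, NF-kB and mitosis lists and 0.413 for ribosomal proteins. Without sh-ACTL6A replicate 2 it was 0.135 for NRF2 targets, 0.36 for NF-kB targets and 0.533, with an upward direction, for ribosomal proteins. Without sh-ACTL6A replicate 1 it was 0.0872 for mitosis.

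**Figure D3:**
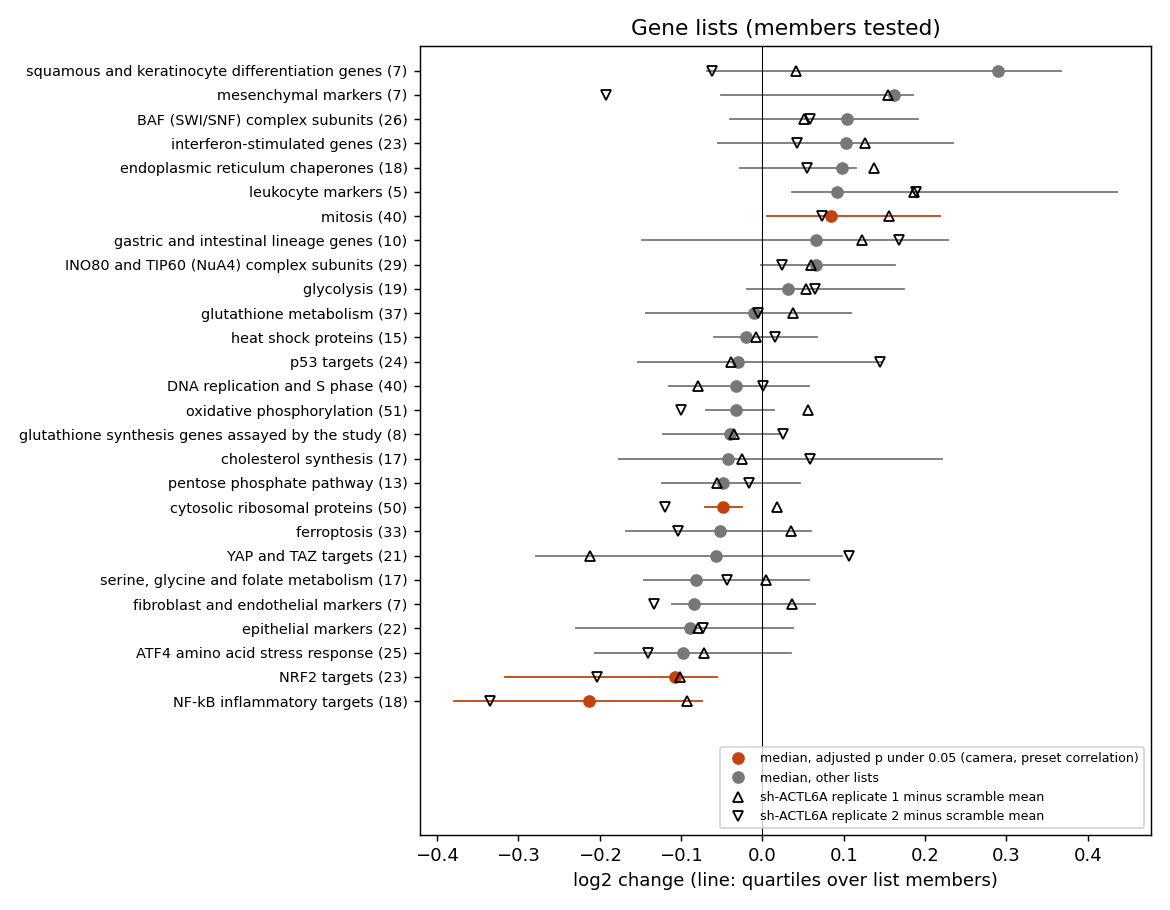
Median log2 change (horizontal axis) of each gene list (vertical axis, genes tested in brackets), with a line over the quartiles of its members and triangles for each sh-ACTL6A array minus the scramble mean. The 4 lists past an adjusted p of 0.05 with the preset correlation are coloured, and their medians lie between -0.21 and 0.08.

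Of the remaining 23 lists, the ATF4 amino acid stress response (25 genes, median -0.10, adjusted p = 0.0698) and epithelial markers (22 genes, median -0.09, adjusted p = 0.0848) came nearest. Both passed with the stricter filter on dim genes (adjusted p = 0.0306 for each). With all arrays, no other setting called ATF4, and epithelial markers were otherwise called only with the replicate number as a block (0.0461). Adjusted over the list alone, the keratins KRT7 (-0.84 ± 0.19, SE) and KRT18 (-0.34 ± 0.08, SE) were lower, both at a limma adjusted p = 0.0449. With all probe sets averaged, KRT7 differed by -0.12. Glycolysis (19 genes, median 0.03, adjusted p = 0.242) passed after quantile normalisation (median 0.096, adjusted p = 0.0132) and in no other setting with all arrays. In the glycolysis list, the glucose transporter SLC2A3 differed by 0.95 ± 0.17 (SE) and passed when adjusted over the list alone (limma adjusted p = 0.0132). In 24 of the 27 lists no member passed in that way. Leaving out 1 array moved several lists past the threshold. Without scramble replicate 1 the adjusted p was 0.000904 for ATF4 and 0.00106 for epithelial markers. Without scramble replicate 2 it was 0.013 for glycolysis, which turned downward without scramble replicate 1 (median -0.04, adjusted p = 0.829). Without sh-ACTL6A replicate 1 it was 6.43e-05 for oxidative phosphorylation (51 genes, median -0.03, adjusted p = 0.267 with all arrays), which turned upward without replicate 2 (median 0.06, adjusted p = 0.204). Without sh-ACTL6A replicate 2 it was 0.038 for epithelial markers and 0.0195 for YAP and TAZ targets (21 genes, median -0.06, adjusted p = 0.425 with all arrays). The latter turned upward without replicate 1 (median 0.11, adjusted p = 0.615), so that the sh-ACTL6A arrays went opposite ways, at -0.21 and 0.11.

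The other subunits of the complexes that hold ACTL6A were not shifted as lists. BAF subunits had a median of 0.10 (26 genes, adjusted p = 0.351), with SMARCE1 at -0.50 ± 0.19 (SE) and SMARCA2 at 0.31 ± 0.15 (SE). SMARCE1 differed by -0.13 and SMARCA2 by -0.069 with all probe sets averaged. INO80 and TIP60 subunits had a median of 0.07 (29 genes, 20 above 0 and 9 below, adjusted p = 0.555), with MORF4L1 at 0.27 ± 0.09 (SE). INO80D differed by -0.30 ± 0.16 (SE), MRGBP by -0.29 ± 0.17 (SE) and INO80 by -0.25 ± 0.16 (SE). DNA replication and S phase genes had a median of -0.03 (40 genes, adjusted p = 0.304), and p53 targets also -0.03 (24 genes, adjusted p = 0.721), with ZMAT3 at -0.66 ± 0.18 (SE), GADD45A at -0.39 ± 0.12 (SE), PPM1D at 0.44 ± 0.14 (SE) and MDM2 at -0.39 ± 0.14 (SE). Averaging all probe sets of a gene gave -0.42 for ZMAT3, 0.15 for PPM1D and -0.12 for MDM2, and left GADD45A at -0.39. Endoplasmic reticulum chaperones had a median of 0.10 (18 genes, 13 above 0 and 5 below, adjusted p = 0.461). CANX, calnexin, differed by -0.31 ± 0.09 (SE) and DNAJB9 by 0.45 ± 0.16 (SE). Medians were -0.02 for heat shock proteins (15 genes, adjusted p = 0.936), 0.10 for interferon-stimulated genes (23 genes, adjusted p = 0.267) and -0.04 for cholesterol synthesis (17 genes, adjusted p = 0.718). Mesenchymal markers (7 genes, median 0.16, adjusted p = 0.718), squamous and keratinocyte genes (7 genes, median 0.29, adjusted p = 0.727) and gastric and intestinal lineage genes (10 genes, median 0.07, adjusted p = 0.936) had few members above the signal threshold. Median, mean and test differed in sign for 6 lists, namely ferroptosis, BAF subunits, heat shock proteins, cholesterol synthesis, gastric and intestinal lineage genes, and fibroblast and endothelial markers. Markers of cell types that this culture should not hold were mostly below the signal threshold, with 5 leukocyte markers (median 0.09, adjusted p = 0.914) and 7 fibroblast and endothelial markers (median -0.08, adjusted p = 0.936) tested.

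To see whether the sh-ACTL6A arrays changed the same genes, each was set against a different scramble array, so that no control was shared. Across tested genes, which are not independent replicates, Pearson's r between the changes was 0.051 (covariance 0.0083) in one assignment of the scramble arrays and -0.0046 (covariance -0.000789) in the other, with a mean of 0.0232. The sh-ACTL6A arrays differed from each other by a root mean square of 0.44 on the log2 scale and the scramble arrays by 0.37, while arrays of different groups differed by 0.39 to 0.44. A measure of RNA quality followed the replicate number. The ACTB control signal from the 3′ end exceeded that from the 5′ end by 1.63 on scramble replicate 1 and 1.21 on sh-ACTL6A replicate 1, against 0.78 on replicate 2 of both groups. The same difference for GAPDH was 0.29 and 0.22 on replicate 1 and 0.10 and 0.07 on replicate 2. Other controls separated by group. DapX, a bacterial spike-in control, read 9.95 and 10.24 on the scramble arrays and 10.37 and 10.51 on the sh-ACTL6A arrays, and PheX, another, 7.07 and 7.15 against 7.36 and 7.41. CreX was lower, at 14.51 and 14.47 against 14.55 and 14.56 in scramble, while BioB and LysX overlapped.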

Values the study reported

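The study reported that 2 independent hairpins, picked from those it screened, each lowered ACTL6A mRNA by more than 70%.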

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

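The restriction of the NRF2 list to bright members and the use of the dimmest tested probe set were chosen after seeing the data. The ACTL6A change lay between -1.71 and -1.55 under every alternative run, with its adjusted p on either side of the threshold. It was not called after quantile normalisation (-1.64, adjusted p = 0.052), with no filter on dim genes (-1.63, adjusted p = 0.0797, with more genes tested) or without the intensity trend (-1.63, adjusted p = 0.556). Leaving out 1 array gave changes of -1.71 to -1.55. The count of lower genes was 0 under those 3 settings, with every probe set tested, and by the methods' t-test after adjustment, which at an unadjusted p gave 396 higher and 276 lower. Without 1 array the counts ran from 0 to 141 higher and from 0 to 260 lower, and a lone array is assumed to vary like the other group. The agreement of the sh-ACTL6A arrays moved from 0.0232 to 0.0646 with the stricter filter.

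Replicate numbers are shared between the groups, but nothing in the labels says that they mark a batch. Deviations of same-numbered arrays correlated at 0.0565 across genes. With the replicate number as a block, 0 genes were higher and 2 lower (ACTL6A and PAFAH1B2), and epithelial markers reached an adjusted p of 0.0461. The cause was not tested.

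Of the list results, 236 kept direction and side of the threshold and 36 did not, apart from those with 1 array left out; the cause was not tested. NRF2 targets were no longer called with no filter (adjusted p = 0.0724) or with the mean of all probe sets (0.0838). They were not called by fry (0.339), by GSEA (0.108) or over members with a mean log2 signal of at least 10 (0.0505). Their median was -0.10 with no filter, -0.088 with the mean of all probe sets and -0.10 over the bright members, against -0.11 in the main setting. NF-kB targets were no longer called by fry (0.495) and stayed past the threshold by GSEA. Mitosis was no longer called by GSEA (0.204). Ribosomal proteins were no longer called with median centring (0.333), no filter (0.148), the mean of all probe sets (0.344), fry (0.869) or GSEA (0.189), and turned upward after quantile normalisation (0.8002). With an estimated correlation all 4 stood at 0.845. Lists newly called were glycolysis after quantile normalisation (0.0132), and ATF4 and epithelial markers with the stricter filter (both 0.0306). Lists that were called in neither case and turned direction were, after quantile normalisation, glutathione metabolism (0.883) and oxidative phosphorylation (0.857); with no filter, mesenchymal (0.668), squamous (0.545) and leukocyte genes (0.865); with the stricter filter, glutathione metabolism (0.841) and squamous genes (0.571); with the mean of all probe sets, squamous (0.468) and gastric genes (0.344); by fry, ferroptosis (0.978) and fibroblast markers (0.941); by GSEA, ferroptosis and gastric genes (both 0.874), and BAF subunits and cholesterol synthesis (both 0.914). With the dimmest tested probe set of each gene, glutathione metabolism stood at 0.66.

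Adjusted p-values with 1 array left out ran from 0.775 to 0.981 for glutathione metabolism, 0.000852 to 0.135 for NRF2 targets, 0.155 to 0.974 for ferroptosis, 0.013 to 0.829 for glycolysis, 6.43e-05 to 0.685 for oxidative phosphorylation, 0.0195 to 0.0872 for mitosis, 0.211 to 0.886 for p53 targets, 0.000904 to 0.932 for ATF4, 0.533 to 0.969 for heat shock proteins, 2.55e-05 to 0.36 for NF-kB targets, 0.275 to 0.981 for cholesterol synthesis and for mesenchymal markers, 0.00106 to 0.843 for epithelial markers, 0.0195 to 0.764 for YAP and TAZ targets, 0.727 to 0.981 for gastric genes, 2.8e-09 to 0.533 for ribosomal proteins, 0.764 to 0.981 for leukocyte markers and 0.806 to 0.981 for fibroblast markers.

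Named genes that turned direction were not called in either case, and the cause was not tested. Without turning, GCLC moved from -0.05 to -0.60, SLC40A1 from 1.01 to 0.13 and KRT7 from -0.84 to -0.12 with the mean of all probe sets. Others that moved in that setting included SMARCE1 (-0.50 to -0.13), MDM2 (-0.39 to -0.12) and PPM1D (0.44 to 0.15). NFE2L2 (-0.04 to -0.19) and SLC7A11 (-0.35 to -0.22) were also among them. With median centring GSS stood at 0.0045. With the mean of all probe sets the changes were 0.089 for GSS, -0.12 for RPS6KA4 and NANOS1, -0.24 for SLC11A2, -0.18 for GART, -0.069 for SMARCA2, -0.96 for OAS3, -0.11 for SOX2, -0.44 for GATA6, 0.075 for RPLP1, 0.0019 for RPS6, -0.16 for CD79A and 0.51 for COL1A1. With 1 array left out, ranges that crossed 0 were -0.20 to 0.10 for GCLC, -0.10 to 0.22 for GCLM, -0.10 to 0.041 for GSS, -0.12 to 0.15 for GPX4, -0.74 to 0.031 for SLC7A11, -0.38 to 0.068 for SLC3A2, -0.43 to 0.21 for SLC1A5, -0.11 to 0.47 for PTGS2, -0.13 to 0.055 for NFE2L2, -0.99 to 0.031 for SHMT2, -0.69 to 0.054 for UQCRC2, -0.025 to 0.26 for P4HB, -0.40 to 0.059 for MMP9, -0.22 to 0.62 for TGFBI, -0.0057 to 0.19 for CD79A, -0.23 to 0.53 for PECAM1 and -0.26 to 0.093 for COL1A1. Signal near background limits the genes with a mean log2 under 8.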

Other observations

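The tests on the S phase list, on the arrays of number 1, on the DapX control and on NRF2 targets were chosen after the result was seen, and so was the histone group itself. The use of quartiles over the histone genes and over NRF2 targets was also set after their medians were seen. Histone genes of the H1, H2A, H2B, H3 and H4 families, picked by symbol and coding for proteins that package DNA, lay mostly above 0 in sh-ACTL6A. Of 29 tested, 25 were above 0 and 4 below, with a median change of 0.54 on the log2 scale. The arrays of the groups did not overlap for 21 that were higher and 2 that were lower, where chance gives 33.3% of genes for both directions together. H2A genes had a median of 0.62 (7 of 7 above 0), H2B genes 0.55 (8 of 9), H4 genes 0.53 (4 of 4), H1 genes 0.37 (3 of 4) and H3 genes 0.15 (3 of 5). H2AC6 differed by 0.79 ± 0.15 (SE), and it was the only one of the 29 to pass when adjusted over the list alone (limma adjusted p = 0.0242), with none past limma's threshold over all genes tested. The median was between 0.36 and 0.60 under the alternative settings, including each array left out. Limma's camera gave an unadjusted p of 3.60e-10 with the preset correlation and 0.105 with an estimated one of 0.187 and 2 degrees of freedom, for a group picked because it stood out.

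A candidate explanation for the histone pattern is that near-identical histone genes share probe sets, so that 1 change is read many times. The 18 genes whose probe set is not of a shared kind had a median of 0.55 (quartiles 0.23 and 0.62), which argues against shared probe sets as the whole cause. The histone median of scramble replicate 2 minus replicate 1 was 0.049 (quartiles -0.11 and 0.35), and an effect of the replicate number that is equal in both groups cancels from their difference. RNA quality that differs between the arrays of number 1, as the ACTB control did (1.63 and 1.21, against 0.78 on both arrays of number 2), is argued against as the whole cause. The whole change would then lie between the arrays of number 1, but their sh-ACTL6A minus scramble difference less that of number 2 had a median of -0.22 (quartiles -0.67 and 0.25), where 2 times the histone change has a median of 1.08 and a lower quartile of 0.64. A difference in RNA input or labelling stays open. The DapX control was 0.34 higher in sh-ACTL6A, and 0.29 higher on scramble replicate 2 than on scramble replicate 1. The histone change between the scramble arrays, scaled to the group difference in DapX, had a median of 0.058, below the histone median of 0.54. Its quartiles were -0.13 and 0.42, and the upper one lies above the lower quartile of the histone change, 0.32. The S phase list had a median of -0.032 (quartiles -0.11 and 0.06, 23 of 40 members below 0), and its highest member, CDC25A, at 0.37, lay below the histone median of 0.54. This argues against a larger share of cells in S phase that raises the genes of that list as much as histone genes. A share that raises histone genes more than that list, whose transcripts are also present outside S phase, stays open, since the list's downward direction did not pass (unadjusted p = 0.124). An effect of ACTL6A knockdown on histone transcripts is a hypothesis. These arrays cannot tell it apart from the explanations left open, RNA input or labelling and an S phase share that raises histone genes more. Explanations beyond those weighed here were not tested.

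The fall of GCLC by 1 of its 3 probe sets may be noise of a dim probe set. Of 7152 probe sets with a mean log2 signal within 0.5 of it, 10.99% changed by at least as much in size, and both bright probe sets overlapped between groups. A transcript form read by the dim probe set alone was not tested.

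NRF2 targets had a median of -0.11 and passed with the preset correlation (adjusted p = 0.00185), but not with an estimated one (adjusted p = 0.845). Nor did they pass with no filter (adjusted p = 0.0724), the mean of all probe sets (0.0838), fry (0.339) or GSEA (0.108). The glutathione metabolism list did not pass, and whether the lists differ was not tested. The tables exclude none of the explanations weighed. Noise of dim members stays open, because the 18 members with a mean log2 signal of at least 10 had a median of -0.10 with quartiles of -0.18 and 0.03 on either side of 0, and a camera p of 0.00749 that is 0.0505 when adjusted over the lists. A change on only 1 sh-ACTL6A array stays open. The 4 medians of a sh-ACTL6A array minus a scramble array were at most -0.086, beside 0.02 between the scramble arrays, but 9 of 23 members lay above 0 on sh-ACTL6A replicate 1 (upper quartile 0.04). The list median was -0.10 without sh-ACTL6A replicate 2 and -0.20 without replicate 1, against -0.11 with all arrays. These fits leave 1 sh-ACTL6A array, so whether the list passed in them does not decide this. Correlation between members stays open. The p would reach 0.05 at a fixed correlation of 0.165, above the 0.0173 estimated for this list from 2 residual degrees of freedom. With that estimate held as a fixed correlation, the unadjusted camera p was 0.000335. The value of 0.165 lies below the highest estimate for any list, 0.697, which belongs to cytosolic ribosomal proteins. A lower NRF2 activity after ACTL6A knockdown is a hypothesis that these arrays leave open.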
